A study of Rattus norvegicus with 8 samples. Its data were reported in "Construction of lncRNA- and circRNA-associated ceRNA networks in the prostatic urethra of rats after simulating transurethral laser prostatectomy (TULP)" (2023).

How the data were processed

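Prostatic urethral tissue of male Sprague Dawley rats, 10 to 12 months old, was profiled for miRNAs 5 days after surgery. In the TULP group, a thulium laser had vaporized the epithelium of the prostatic urethra in a simulated transurethral laser prostatectomy (TULP). The sham group had an abdominal incision without laser treatment. Each group held 4 animals, and each animal gave 1 array. Groups and replicate numbers were taken from the sample titles. Per the labels, the titles, tissue names and treatment fields of the TULP samples all name trauma tissue, but their descriptions name sham surgery as the operation before harvest. The files do not settle this conflict, and each difference below rests on the titles.

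RNA was hybridized to a rat miRNA array with 1 dye, and per the file headers the images were read with Agilent Feature Extraction 10.7.1.1. Spot brightness is an intensity on a linear scale, background subtracted per the file headers and not normalized between arrays. Each miRNA was measured by several probes and each probe by several spots. The software gives a total signal and its error for each probe, a total for each miRNA, and a call of whether the miRNA was detected. All 8 arrays lay on 1 slide and came from 1 scan, in 2 slide rows. The first row held sham replicate 4 and TULP replicates 1, 2 and 3, and the other row held the remaining arrays. Probe positions in the files refer to the rat build rn4.

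The authors also deposited a table of log2 values for 780 features. All 8 columns held the same sorted values, which is what quantile normalization produces. Each column had 613 values at the log2 of 0.1 and a median of -3.32. Set against the scanner files, the order of the values of detected miRNAs within each array was that of the signal, so among them higher values mean more signal, miRNAs were not centred, and neither scale nor direction stays unknown. For undetected miRNAs, 54 values above the lowest did not follow the probe signal.

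The stored total per miRNA was not used as the main signal. Of 1191 stored totals of detected miRNAs, 352 (29.6%) lay above the sum of their detected probes. The signal was therefore rebuilt as the sum over probes whose total signal exceeded 3 times its error, and was set to 0.1 where no probe did. This rule gave the detection call of the files for each miRNA on each array, with 0 mismatches. Within each array, the deposited values ranked the detected miRNAs exactly as the rebuilt totals did, with a Spearman rho of 1. The rho with the stored totals was 0.580 to 0.704. The stored column was the signal first chosen. The change to the rebuilt signal was made after a first fit on the stored column had been seen, and both results are given.

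Rebuilt signals were quantile normalized between arrays over the 758 rat miRNAs, and control features were left out. The study's methods name quantile normalization too, but its table was normalized with 22 control features among the 780. Quantile normalization of the log2 rebuilt signals of all 780 gave the deposited values of the detected miRNAs to within 9.49e-07. That version, and one with the control features kept on the linear scale, were run as alternatives. They were then raised to a floor of 1.94 (0.96 on the log2 scale) and converted to log2. The floor was the median over arrays of the lowest normalized signal of a detected miRNA. Tested were the 151 miRNAs detected on at least 4 of the 8 arrays, whatever their group. Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, group as the single term). A miRNA was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 with a change of more than 2-fold. The methods' t-test was run as an alternative.

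For a miRNA detected on all arrays of a group and on no array of the other, the fold is given as a lower bound, which holds for the normalized total signal and this floor only. No bound is given where the mean spot signals before normalization differed by less than it. The mean of the brighter group was set against, on each dim array, the higher of the floor, the lowest detected normalized signal and the value of the miRNA itself. The number of detected miRNAs and the correlations between arrays were compared by exact permutation tests over the 70 labellings of the arrays. With 4 arrays against 4, the smallest two-sided p is 0.0286. Lists of leukocyte, striated muscle, smooth muscle, epithelial and proliferation-associated miRNAs, 5 in all, were tested with camera at a preset correlation of 0.01. Their p-values were adjusted over the 5 lists, with fry and camera at an estimated correlation beside them.

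The miRNAs named were fixed by a rule. They were the 6 largest rises and 6 largest falls among calls whose groups did not overlap, the 17 miRNAs listed by the study, called members of the other lists, and miRNAs detected in a single group. miR-221-3p is the 1 call outside this rule and was added after its values were seen. Names were taken from the array files. All 18 named miRNAs matched a gene of the GRCr8 annotation, which was used only for names and overlapping genes.

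The fit was tested on simulated arrays made from the means and spreads of the 151 tested miRNAs, with 20 miRNAs changed by 1.5 on the log2 scale in each of 10 runs. It recovered 79.5% of the changed miRNAs, with 0 wrong signs. Of the miRNAs past the adjusted p, 12.6% had not been changed, above the nominal 5%. The share was 5.65% when the simulated values were tested as drawn, without normalization and floor. In 10 runs with no change, 2 miRNAs in total passed. A list shifted by 1 was found in 10 of 10 runs, which skipped normalization and floor, and 0 of 50 unshifted list tests passed. The simulated miRNAs were drawn independently of each other. These runs therefore cannot show how often the list tests pass wrongly when members of a list are correlated.

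Apart from the signal used, the fit, its thresholds, the lists and the naming rule were fixed before the data were examined, as were these alternatives: other scalings, background corrections, floors and detection filters, the deposited table, the methods' t-test, the replicate number as a block, other set tests, and leaving out each array in turn. The stored column, the slide row as a block, scaling to the labelling spike-ins, removal of a trend on probe GC content, the deposited table with the methods' t-test, control features kept in the normalization, and leaving out an array with the tested miRNAs kept were added after the data had been seen. The number of arrays limits the precision of every value. The other RNA classes of the study were not analysed here.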

Results

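The comparison addressed which miRNAs, short RNAs that regulate messenger RNAs, differed between the TULP group and the sham group 5 days after surgery, in the middle of wound repair. Each of the 8 arrays measured 758 rat miRNAs with 1806 probes on 12128 spots, and 0 of these spots were saturated. The sham arrays detected 156, 146, 150 and 156 miRNAs, and the TULP arrays detected 136, 151, 147 and 149. The mean was 152 ± 4.90 (SD, n = 4) in the sham group and 146 ± 6.70 (SD, n = 4) in the TULP group. The difference of -6.25 miRNAs was within the spread between arrays (two-sided exact permutation test, p = 0.229). Over all arrays, 122 miRNAs were detected on each of the 8 and 185 on at least 1.

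The summed signal of the detected miRNAs was 21075, 25305, 29254 and 37357 on the sham arrays and 19464, 17520, 16787 and 17439 on the TULP arrays. On the log2 scale it was 14.75 ± 0.35 (SD, n = 4) in the sham group and 14.12 ± 0.09 (SD, n = 4) in the TULP group. The difference was -0.64 (two-sided exact permutation p = 0.0286, the smallest that 4 arrays against 4 can give). Quantile normalization removes such a difference, so each change below is relative to the other miRNAs of the same array. Scaled instead to the labelling spike-ins, RNAs added in fixed amount before labelling, the median of the tested miRNAs shifted by -0.78.

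Arrays of the same group resembled each other more than arrays of different groups. Over the 151 tested miRNAs, the mean Pearson correlation was 0.955 within groups and 0.918 between groups. The difference of 0.0377 had a one-sided exact permutation p of 0.0286, the smallest possible here. Without sham replicate 1 or sham replicate 3, the p was 0.0571. TULP replicate 1 correlated at 0.921 with the other TULP arrays and at 0.919 with the sham arrays. The other TULP arrays correlated at 0.947 to 0.956 with their own group.

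Between the TULP and sham groups, 14 miRNAs were differentially expressed, of which 8 were up-regulated and 6 down-regulated. At the adjusted p alone, 46 of the 151 tested miRNAs passed, 21 higher and 25 lower, and 65 had an unadjusted p under 0.05. The values of the groups did not overlap for 44 tested miRNAs (29.1%), against 2.86% by chance, and for 13 of the 14 calls. The count of differentially expressed miRNAs rose most when signals were scaled to the labelling spike-ins, to 53, of which 5 were higher and 48 lower. It fell most under the normexp background correction with an offset of 50, which left 1. Under that correction 45 miRNAs passed the adjusted p, of which 38 were among the 46.

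**Figure D1:**
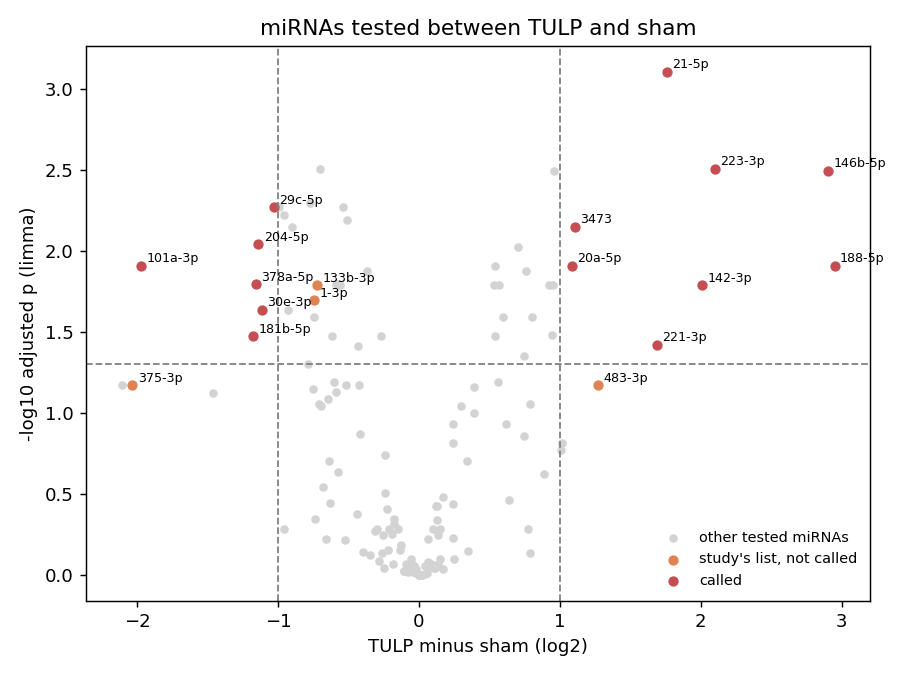
Each point is 1 of the 151 tested miRNAs, with the difference TULP minus sham (log2) on the x axis and the -log10 of limma's adjusted p on the y axis, and dashed lines mark the thresholds. Red points are the 14 differentially expressed miRNAs and orange points the 4 miRNAs of the study's list that did not pass both thresholds.

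Among the up-regulated miRNAs, miR-146b-5p rose from 3.26 ± 0.77 to 6.17 ± 0.33 on the log2 scale (mean ± SD, n = 4 per group), a difference of 2.90 with an SE of 0.38 (limma adjusted p = 0.00320). miR-223-3p rose from 4.01 ± 0.03 to 6.11 ± 0.56, a difference of 2.10 (SE 0.26, limma adjusted p = 0.00313). miR-21-5p rose by 1.76 (SE 0.15, limma adjusted p = 0.000785), and it passed under each of its 30 alternatives. It was the brightest miRNA on each TULP array, so that quantile normalization gave it the same value, 11.48, on all 4 and its SD there was 0. With the control features kept and normalization on log2 values it rose by 1.52. miR-142-3p rose by 2.01 (SE 0.47, limma adjusted p = 0.0163) and was detected on 2 sham arrays and 4 TULP arrays. Its limma adjusted p was 0.0506 without sham replicate 4 and 0.0513 without TULP replicate 2. miR-3473 rose by 1.11 and miR-20a-5p by 1.08, and neither passed when scaled to the labelling spike-ins, where the changes were 0.37 and 0.28. Without sham replicate 1, the change of miR-20a-5p was 0.97. miR-221-3p rose by 1.69 (SE 0.50, limma adjusted p = 0.0379), but its groups overlapped, although all 4 TULP arrays lay above the sham mean. It no longer passed in 21 of 29 alternatives, and its limma adjusted p was 0.0546 to 0.0979 when any single array other than sham replicate 3 was left out.

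Among the down-regulated miRNAs detected in both groups, miR-204-5p fell by 1.14 (SE 0.21, limma adjusted p = 0.00912), from 4.02 ± 0.29 to 2.88 ± 0.34 (SD, n = 4 per group). Without sham replicate 4, its change was -0.98. miR-378a-5p fell by 1.16 (SE 0.26, limma adjusted p = 0.0161), and on the stored totals its change was 0.18. With slide row as a block its change was -1.08 and it no longer passed (limma adjusted p = 0.0578). miR-30e-3p fell by 1.11 (SE 0.28, limma adjusted p = 0.0230), and it no longer passed in 10 of 30 alternatives. Its limma adjusted p was 0.0507 without sham replicate 3, 0.0625 without sham replicate 4, 0.0711 without TULP replicate 2 and 0.0661 without TULP replicate 3. The probes of miR-30e-3p, miR-20a-5p, miR-146b-5p, miR-101a-3p, miR-181b-5p, miR-1-3p and miR-133b-3p can bind close relatives of the same family, and their identity is uncertain to that extent.

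In all, 4 miRNAs were detected on each array of a single group. miR-188-5p was detected only on TULP arrays, at 3.91 ± 1.33 (SD, n = 4) against the floor of 0.96 in the sham group (limma adjusted p = 0.0124), and its mean spot signal before normalization was 4.14-fold higher. When detection instead required a spot well above background, miR-188-5p no longer counted as detected in a single group. miR-101a-3p was detected only on sham arrays, at 2.93 ± 0.88 (SD, n = 4) against the same floor in the TULP group (limma adjusted p = 0.0124), and its mean spot signal was 2.63-fold lower there. miR-181b-5p was at least 1.65-fold lower (limma adjusted p = 0.0336) and miR-29c-5p at least 1.49-fold lower (limma adjusted p = 0.00539). Both bounds lie under 2-fold, although the fitted changes of -1.18 and -1.03 passed that threshold. Without TULP replicates 2, 3 or 4, the limma adjusted p of miR-181b-5p was 0.0940, 0.0597 and 0.0877, and without sham replicates 2, 3 or 4, with the tested miRNAs kept, it was 0.0530, 0.103 and 0.103. Without TULP replicates 3 or 4, the changes of miR-29c-5p were -0.95 and -0.94, and without sham replicates 2 or 3, with the tested miRNAs kept, they were -0.96 and -0.80. Before normalization, the mean spot signals of these 4 miRNAs differed 1.64-fold to 4.14-fold between groups. In the dimmer group they were 3.72 to 3.96, within the 2.36 to 4.46 of the negative control spots, so these folds are not precise estimates. For the 3 miRNAs detected only on sham arrays, the folds also contain the lower total signal of the TULP arrays (-0.64 on the log2 scale).

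**Figure D2:**
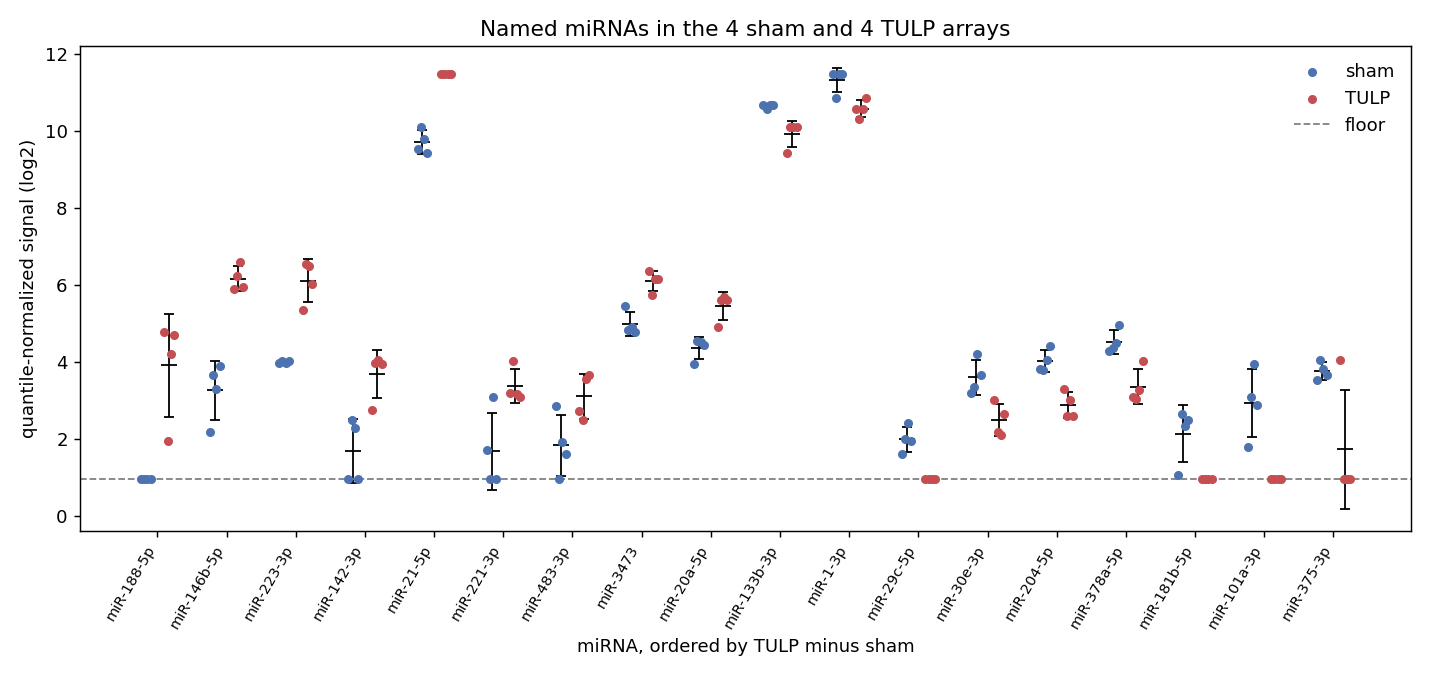
Each point is 1 array, with quantile-normalized signal (log2) on the y axis and the 18 named miRNAs on the x axis, ordered by TULP minus sham. Horizontal marks are means with SD bars (n = 4 per group) and the dashed line is the floor of 0.96, on which all 4 TULP arrays lie for miR-101a-3p, miR-181b-5p and miR-29c-5p.

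Of the 17 miRNAs listed by the study, all 17 were tested and 13 were differentially expressed, while 15 passed the adjusted p. Adjusted over the list alone, 17 passed, of which 15 also changed more than 2-fold. The study chose this list on these samples, so the count adjusted over the list alone is not independent evidence. miR-483-3p (1.27, limma adjusted p = 0.0675) did not pass the adjusted p, although it was above the sham mean on 4 of 4 TULP arrays, and without sham replicate 1 it passed (1.66, limma adjusted p = 0.0268). miR-133b-3p (-0.72, limma adjusted p = 0.0163) and miR-1-3p (-0.74, limma adjusted p = 0.0201) passed it, below the sham mean on 4 of 4 TULP arrays, but changed less than 2-fold. Both passed both thresholds in 6 alternatives. Among these were scaling to the labelling spike-ins (-1.52 and -1.74) and no normalization (-1.29 and -1.51). The deposited table gave -1.04 and -1.30, with limma or with the methods' t-test at the unadjusted p. Quantile normalization with the control features kept gave -1.04 and -1.29 on linear values, and -1.04 and -1.30 on log2 values. The mean spot signals of miR-133b-3p and miR-1-3p were 2.50-fold and 2.98-fold lower in the TULP group. These folds are before normalization and contain the lower total signal of the TULP arrays. miR-375-3p changed by -2.03 (SE 0.71, limma adjusted p = 0.0675). Among TULP arrays it was detected on replicate 1 only. Without that array all remaining TULP arrays lay on the floor, so its change of -2.76 is set by the floor. The limma adjusted p of 7.34e-05 in that fit rests on a group without spread (range 7.34e-05 to 0.383 over its alternatives). miR-375-3p passed both thresholds in 7 of 29 alternatives and did not in 22. Among the 7, with all arrays kept, were scaling to the labelling spike-ins (-2.39, limma adjusted p = 0.00323) and no normalization (-2.24, limma adjusted p = 0.00899).

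On the deposited table, the methods' t-test at the study's thresholds gave 17 features, 8 higher and 9 lower, and all 17 were those of the study's list. After Benjamini-Hochberg adjustment over the 196 features that could be tested, 13 remained. In that table, undetected miRNAs were mostly held at the log2 of 0.1, and the 4 miRNAs detected in a single group had folds of 30.4 to 136.

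The lists addressed whether miRNAs associated with particular cell types moved together. The 8 tested leukocyte miRNAs were higher in the TULP group, with a mean difference of 1.20 (limma camera, adjusted p = 0.00426). Of the 8, 7 were higher, and the list mean was above all sham arrays on 4 of 4 TULP arrays. The 7 tested striated muscle miRNAs were lower, with a mean difference of -0.67 (limma camera, adjusted p = 0.00426). Of the 7, 6 passed the adjusted p individually, and the list mean was below the sham mean on 4 of 4 TULP arrays. The 6 include close relatives, miR-1-3p with miR-1b and miR-133a-3p with miR-133b-3p, so they are not 6 separate signals. Among them, miR-486 passed narrowly (limma adjusted p = 0.0498). The remaining member, miR-206-3p, was higher by 0.25. The 7 tested proliferation-associated miRNAs, of the miR-17 cluster and its relatives, were higher by 0.62 (limma camera, adjusted p = 0.0168) on 4 of 4 TULP arrays, but lower (-0.09) when scaled to the labelling spike-ins. Relative to the other miRNAs the list was higher under that scaling too (limma camera, adjusted p = 0.0471). Under fry, the calls for these 3 lists held (adjusted p = 0.00278, 0.0166 and 0.0181), but camera with an estimated correlation passed none of them (adjusted p = 0.283).

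The 9 tested epithelial miRNAs did not pass, with a mean difference of -0.67 (limma camera, adjusted p = 0.171), and 3 of 4 TULP arrays lay below the sham mean. Without TULP replicate 1, they changed by -1.06 (limma camera, adjusted p = 0.00392, in a range of 0.00392 to 0.713 over the alternatives). The 2 tested smooth muscle miRNAs did not pass either, with a mean difference of -0.28 (limma camera, adjusted p = 0.794) and 3 of 4 TULP arrays below the sham mean.

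On rn4, the probes of miR-188-5p map to chromosome X at 27323568 to 27323577, those of miR-146b-5p to chromosome 1 at 251558065 to 251558084, and those of miR-223-3p to chromosome X at 83869121 to 83869140. The probes of miR-21-5p map to chromosome 10 at 74864520 to 74864538, those of miR-101a-3p to chromosome 5 at 121990632 to 121990651, and those of miR-204-5p to chromosome 1 at 226013029 to 226013047. The files list 2 positions for miR-181b-5p, on chromosomes 13 and 3, and none for miR-142-3p and miR-3473. In the GRCr8 annotation, the gene of miR-188 lies within Clcn5, that of miR-204 within Trpm3, that of miR-378 within Ppargc1b and that of miR-30e within Nfyc, all protein-coding. The genes of miR-223 and miR-101a lie within long non-coding RNA genes, and those of miR-21 and miR-20a within no other gene.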

Values the study reported

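The study reported 17 miRNAs that differed between the TULP and sham groups, of which 8 were up-regulated and 9 down-regulated. Its text prints this group of 17 under the word for differentially expressed circRNAs. The thresholds were an absolute fold change above 2 and a p value under 0.05. By qRT-PCR, 3 miRNAs were significantly down-regulated.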

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

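The tests of a wrong label, of mixed tissue, of overall signal and of brighter arrays were chosen only after the results were seen, and the test of tied ranks was planned. In 12 of 79 groups of 4 arrays, 1 array lay farther from the others than Dixon's limit allows. Chance would give about 5% of groups, or 3.95. In 7 of the 12, the distant array was TULP replicate 1.

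On the log2 scale, TULP replicate 1 was low for miR-142-3p (2.76), miR-20a-5p (4.90), miR-133b-3p (9.42) and the proliferation list mean (4.18). It was high for miR-375-3p (4.05) and for the control feature miRNABrightCorner30 (6.96). Its median detected signal was also high, at 25.8. With the normalization and tested miRNAs of all 8 arrays kept, 22 miRNAs were called in a fit without this array, against 21 when all steps were rerun. On 16 of the 22 it lay beyond all sham arrays on the TULP side, which argues against a sham sample under a TULP label. Its summed signal was 1.13 times the mean of the other TULP arrays, which argues against a weak array. Its median position between the sham mean, 0, and the mean of the other TULP arrays, 1, was 0.465, against 1.00 to 1.09 for the other TULP arrays left out in the same way. Sham-like tissue in the sample is a candidate explanation for that intermediate position. The array also lay between the groups for the leukocyte list mean (5.06, against at most 4.59 in sham and at least 5.35 in the other TULP arrays) and the proliferation list mean (4.18, against at most 4.08 and at least 4.56). Such a mix does not account for the striated muscle and epithelial lists. All 7 other arrays had a higher striated muscle list mean, and all 7 had a lower epithelial list mean. A different mix of tissue in this sample, or a wound at another stage of repair, remains open as an untested biological explanation.

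miR-133b-3p (10.56) and miR-1-3p (10.86) were low on sham replicate 2. Equal ranks are set to equal values by quantile normalization, which leaves almost no spread among the other arrays. Before normalization, 0 of the 3 distances found for these miRNAs, TULP replicate 1 included, stayed past the limit. Equal ranks set to equal values by quantile normalization are a likely source of these distances, and no biological explanation was tested for them.

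miR-221-3p was high on TULP replicate 2 (4.03), and the noise of the negative controls was high on TULP replicate 3 (SD 2.45). Neither was tested further, and with 3.95 distant arrays expected by chance, no explanation is offered.

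The control feature hur_6, which enters no comparison of the report, was brighter in the TULP group by 0.58 (log2). All 4 TULP arrays lay above the 4 sham arrays (two-sided exact permutation p = 0.0286, the smallest possible, which 1 of the 11 control features reached). With so few arrays, no correction over 11 features could be passed by 1 feature alone. Sham replicate 1 was low for it (11.15). The other 10 control features detected on all arrays changed by 0.13 on average. Of these, the 3 hur features were lower (mean -0.16), and the 7 others were higher, by 0.12 to 0.44. Whether overall brighter arrays account for hur_6 is left open, because these features moved apart. What hur_6 binds is not stated in the files, and no biological explanation was tested.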

How the results depend on the processing

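The stored totals, the slide row as a block, the labelling spike-ins, the GC trend, the deposited table with the methods' t-test, control features kept in the normalization and leaving out an array with the tested miRNAs kept were chosen only after the data were seen. The stored totals were the signal first planned, and the change to rebuilt signals was made after a fit on them had been seen. That fit gave 12 differentially expressed miRNAs against 14, 5 higher and 7 lower, of which 7 were shared. On the stored totals, 28 miRNAs passed the adjusted p (8 higher, 20 lower), 7 of the study's list were called, the striated muscle and proliferation lists had adjusted p of 0.116, the smooth muscle list reversed (mean difference 0.32, adjusted p 0.753) and miR-378a-5p reversed to 0.18. The added total of another miRNA is built into that column.

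The number of differentially expressed miRNAs was 14, and it stayed within 1.5 times that in 24 of 30 alternatives. With the control features kept in the normalization it was 16 (8 higher, 8 lower) on linear and 17 (8 higher, 9 lower) on log2 values, each with all 14, and miR-133b-3p and miR-1-3p passed as well. It was 34 with no normalization (5 higher, 29 lower; median shift -0.55) and 53 scaled to the spike-ins (5 higher, 48 lower; median shift -0.78), where the lower total signal of the TULP arrays is kept. It was 1 with normexp, whose offset shrinks changes. With fewer miRNAs tested, those detected on all 8 arrays, it was 8, and with no filter on detection it was 4, where 573 miRNAs detected on no array enter the fit. The split of higher against lower was 6 and 8 on the deposited table, 8 and 3 at 2 times the floor, 6 and 7 with no floor except 0.1, and 8 and 3 with slide row as a block. Leaving out arrays gave 9 to 21, with 9 without TULP replicate 3 and 21 without TULP replicate 1. The split was 6 and 3 without TULP replicate 3, 8 and 2 without sham replicate 3 or sham replicate 4, 7 and 4 without sham replicate 1, 5 and 6 without TULP replicate 2, and 11 and 10 without TULP replicate 1, so the number lower ranged from 2 to 10. The filter was repeated on 7 arrays there, which drops miRNAs detected on 4 arrays when 1 of these is left out. With the 151 tested miRNAs kept, 10 to 22 were called and 3 to 10 were lower, and the cause of the rest was not tested.

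The number past the adjusted p was 46. It was 53 with no normalization, of which 5 were higher and 48 lower. It was 13 with no filter, 87 scaled to the spike-ins (5 higher, 82 lower) and 28 with slide row as a block, which kept 27 of the 46. Leaving out arrays gave 28 to 57, with 28 without sham replicate 3 and 30 without TULP replicate 3. Of the study's list, 13 were called, against 1 with normexp, 4 with no filter and 8 among miRNAs detected on all arrays. Leaving out arrays gave 7 to 13, with 7 without sham replicate 4.

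The leukocyte, striated muscle and proliferation lists each had an adjusted p of 0.283 under camera with an estimated correlation. Over all alternatives the adjusted p was 1.63e-05 to 0.283 for the leukocyte list, 0.00115 to 0.283 for the striated muscle list and 0.00549 to 0.283 for the proliferation list. The proliferation list did not pass without sham replicate 1 (0.0593), in a range of 0.00842 to 0.0593 over the arrays left out. The epithelial list passed only without TULP replicate 1 (0.00392), in a range of 0.00392 to 0.493. The smooth muscle list reversed relative to the other miRNAs without TULP replicate 4 (0.881), although its mean difference stayed negative (-0.03), in a range of 0.425 to 0.912. The separation of the groups was 0.0313 without sham replicate 1 and likewise without sham replicate 3 (exact permutation p = 0.0571), in a range of 0.0313 to 0.0463. The cause of these was not tested. The number of detected miRNAs kept its direction and its side of the threshold under its 10 alternatives, with differences of -8.25 to -3.

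Detection in a single group held for 4 miRNAs. It was 2 when a spot had to be well above background and 9 under the looser rule of at least 3 of 4 arrays against at most 1 of 4, and leaving out arrays gave 4 to 6, with 6 without TULP replicate 1. Signal over background limits these values, since the negative control spots averaged 2.36 to 4.46.

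Over the alternatives of the 18 named miRNAs, 423 values kept direction and side of the thresholds, 86 no longer passed, 22 newly passed and 1 reversed. Of the 22, 2 came from the methods' t-test at the unadjusted p, and 4 from that test on the deposited table. With normexp 13 of the 18 no longer passed, and with no filter 10. The values without a single array that decided a call are given with each miRNA in the results. For miR-101a-3p, miR-181b-5p and miR-29c-5p without a sham array, and for miR-188-5p without a TULP array, they come from the run with the tested miRNAs kept, since 3 arrays with detection fall under the filter. There miR-188-5p and miR-101a-3p passed without each of those arrays, while miR-181b-5p no longer passed without 3 of them and miR-29c-5p without 2. The other group of each lies on the floor, so the sizes of these changes are set by it and are not given for the first pair.

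Replicate numbers did not pair the samples: the deviations of same-numbered arrays correlated at 0.128, -0.0968, 0.269 and -0.102. With the replicate block, 11 miRNAs were differentially expressed, 37 passed the adjusted p and 11 of the study's list were called. The p for detected miRNAs was 0.375 by exact permutation within numbers, where the smallest possible is 0.125.

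Scaling to the 75th percentile over all miRNAs was not run, since that percentile was 0.1 on each array. Slide and scan as blocks were not run either, since there was 1 of each. The lists were not tested without a filter on detection.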

Other observations

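The tests of the stored totals, of signals near the detection limit, of labelling efficiency, of RNA amount, of the cell-type lists and of undetected values in the deposited table were chosen only after the results were seen, as were the GC and slide row corrections. The counts over other splits of the arrays and the test of a few bright miRNAs were planned.

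Each count was set against all 35 splits of the 8 arrays into 4 and 4. For the 14 differentially expressed miRNAs, the 46 past the adjusted p, the 13 of the study's list and the 4 detected in a single group, 1 of the 35 splits, the real one, gave as large a count. No other split gave more than 2 differentially expressed miRNAs. This argues against chance for the 14, the 46 and the 4. It does not exclude chance, since ranking first is the most that 35 splits can show and these counts share the same arrays. For the 13 it cannot tell, since the study chose that list on the real split. For the lists, as small a camera p came from 3 splits for leukocyte, 6 for striated muscle and 9 for proliferation miRNAs. It came from 20 for epithelial and 30 for smooth muscle miRNAs, so camera p cannot exclude chance for any list. The leukocyte list mean was 5.06 to 5.63 on TULP arrays and 3.84 to 4.59 on sham arrays, which argues against chance for that mean. The proliferation list mean was also separate, by a narrow gap (at least 4.18 against at most 4.08). The means of the remaining lists overlapped between groups. The split by slide row gave a smaller camera p than the real split for striated muscle (0.000961 against 0.00170) and smooth muscle (0.750 against 0.794). With slide row as a block, these lists had adjusted p of 0.0127 and 0.667.

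Neither GC content of the probes nor slide row accounts for most calls. After removal of each array's trend on GC content, 14 of the 14 calls remained, and with slide row as a block 10 remained. The 4 calls lost with that block were miR-181b-5p, miR-378a-5p, miR-30e-3p and miR-221-3p. Their group changes were -1.30, -1.08, -1.07 and 1.84 with the block, against -1.18, -1.16, -1.11 and 1.69 without it. Their limma adjusted p was 0.0578 to 0.0817 with the block. Fitting the row thus did not account for the size of these changes. The rows are unbalanced, so whether these calls would pass apart from row is left open.

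The stored totals held an unexpected pattern. For 352 of 1191 values they exceeded the sum of the detected probes, by a median of 6.35-fold to 7.46-fold per array and by up to 393-fold. In 100% of these, within a relative tolerance of 0.001, the excess equalled the stored total of the detected miRNA just before in name order. A running total carried over when a probe of the miRNA is undetected is a candidate explanation. All 759 values with each probe detected equalled the sum of their probes. Of 432 values with an undetected probe, 352 held the excess but 80 did not, so that condition is incomplete. The highest rho between stored totals and deposited values was 0.704, against 1 for the rebuilt signals, which argues against the excess being signal of the miRNA. No biological explanation applies.

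The deposited table held 54 values above its lowest value for miRNAs that were not detected on that array. They came from 24 miRNAs on 6 arrays. 0 of them reached the lowest value of a detected miRNA on the same array, and their rho with probe signal was -0.486 to 0.0281 over miRNAs within arrays. This fits what tied values take in quantile normalization, which is a likely source. With undetected values set to the lowest value, the methods' t-test still gave 17 features, of which 16 were the same.

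The miRNAs detected in a single group had deposited folds of 30.4 to 136, whereas their mean spot signals differed by a median of 2.23-fold. Signals close to the detection limit are a likely reason for the size of the deposited folds. A true difference of the smaller size remains open.

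Total miRNA signal over the labelling spike-ins was lower in the TULP group by a log2 difference of -0.87 (two-sided exact permutation p = 0.0286, the smallest possible), and lower in 4 of 4 TULP arrays. It was -0.96 within slide row 1 and -0.75 within slide row 2, where 1 group has a single array in each row. The spike-ins themselves changed by 0.23, and by -0.10 within slide row 1 and 0.24 within slide row 2. A fall of the spike-ins as large as that of the total was not seen in either row, which argues against lower labelling efficiency as its whole cause. The median of the 122 miRNAs detected on all arrays changed by -0.82, with 107 of them lower, which argues against a few bright miRNAs. Less total RNA in the TULP labelling reactions and a lower miRNA share of the RNA cannot be told apart, because the amount that entered each reaction was not measured in the files. The labels give the same amount for each sample, but for a cRNA labelling protocol.

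By histology, the paper describes many inflammatory cells in the wound on day 5. That such leukocytes are the source of the rise is a hypothesis for the leukocyte list. Of its 8 tested members, 7 were higher, but miR-150-5p fell by 0.59, and 3 of the 35 splits gave as small a camera p, so the hypothesis is undecided. For day 5, the paper also describes strong staining of ASPM, a protein of the mitotic spindle, in cells near the wound surface. Dividing cells as the source are a hypothesis for the proliferation list, of which 7 of 7 tested members were higher. As small a camera p came from 9 splits, so this is undecided too. Less striated muscle may lie behind the fall of 6 of its 7 tested members. miR-206-3p minus the mean of the other 6 changed by 1.07 (two-sided exact permutation p = 0.114). TULP replicates 2, 3 and 4 were at 3.29, 2.88 and 2.96 and the sham arrays at 1.36 to 1.76, and only TULP replicate 1 (1.56) lay among the sham values. The p thus rests on that array, and this test leaves the explanation open. All tested members of these 3 lists were detected on at least 1 sham array, so none is specific to the wound. Among the most abundant members, miR-1-3p was at 11.32 and 10.58 and miR-21-5p at 9.72 and 11.48 in sham and TULP, and miR-92a-3p at 5.57 and 6.13. Of the 17 miRNAs of the study's list, 4 are in the leukocyte list, 2 in the striated muscle list, 1 in the epithelial list and 1 in the proliferation list.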
